# Age-related changes in function and gene expression of the male and female mouse bladder

**DOI:** 10.1038/s41598-018-20406-0

**Published:** 2018-02-01

**Authors:** Jun Kamei, Hiroki Ito, Naoki Aizawa, Harumi Hotta, Toshio Kojima, Yasunori Fujita, Masafumi Ito, Yukio Homma, Yasuhiko Igawa

## Abstract

We investigated age-related changes in *in vivo* and *in vitro* functions and gene expression of the bladder of male and female mice. Mature and aged (12 and 27–30 month old) C57BL/6 mice of both sexes were used. Frequency volume, conscious free-moving cystometry and detrusor contractile and relaxant properties in *in vitro* organ bath were evaluated. mRNA expression level of muscarinic, purinergic, and β-adrenergic receptors and gene expression changes by cDNA microarray analysis of the bladder were determined. Cystometry demonstrated storage and voiding dysfunctions with ageing in both sexes. Detrusor strips from aged mice showed weaker contractile responses particularly in the cholinergic component and weaker relaxant responses to isoproterenol. These age-related impairments were generally severer in males. mRNA expression of bladder tissue was decreased for M3 muscarinic receptors in aged males and β2-adrenoceptors in aged females. cDNA microarray analysis results, albeit substantial sex difference, indicated “cell-to-cell signaling and interaction” as the most common feature of age-related gene expression. In summary, aged mice demonstrated voiding and storage dysfunctions resembling to detrusor hyperactivity with impaired contractility (DHIC), which were more pronounced in males. Genomic changes associated with aging may contribute to the age-related bladder functional deterioration in mice.

## Introduction

The rapid aging of population led by declining birth rate and mortality is a major global demographic trend^1^. Accordingly, the prevalence of aging-related diseases has been increasing^2^. In the urological field, lower urinary tract symptom (LUTS) and associated urodynamic changes, detrusor hyperactivity with impaired contractility (DHIC) in particular, is a common feature observed among the elderly^3–5^. However, these age-related changes have significant inter-individual variability and sex-related disparity^3,6^. The age-related changes or differences should be derived from genetic or epigenetic pathophysiology, which has not been fully investigated^3,7–9^. Previous human studies revealed decreased mRNA expression of M3 muscarinic receptor and impaired cholinergic neurotransmission with compensatory purinergic transmission in the detrusor smooth muscle of aged subjects^10,11^.

Several animal studies using rodents so far have explored the age-related changes in the bladder function^12–16^; *in vitro* intrinsic contractile property and contractile responses to cholinergic stimulation of detrusor smooth muscle were impaired^13,16^; cystometry in aged rats showed increased residual volume despite maintained maximum pressure^12,14^. However, most animal studies used only males or females, with a limited or different set of experiments (for example with or without anesthesia, etc.). Consequently, age-related changes in the bladder function showed inconsistent results even among the studies using the same type of animals, and are unknown for sex-based difference.

In the present study, we investigated age-related changes and differences of bladder functions *in vivo* and *in vitro* and gene expression in the male and female mouse bladder.

## Results

### Body weight, bladder weight, blood glucose, and sex hormones

Body weight in aged mice (AGED: 27–30-month old) was significantly lower compared to mature mice (MAT: 12-month old) in males alone. Bladder weight was counted for all mice excepting the mice used for cystometry (CMG) measurements (MAT: n = 13 and AGED: n = 9 in males, MAT: n = 13 and AGED: n = 14 in females). Only in males, both the actual and adjusted (by body weight) bladder weights of AGED mice, were significantly higher than those of MAT mice. Blood glucose level was not different between the two groups in either sex (Table 1A). Serum sex hormone data were obtained from 5 MAT and 4 AGED males and 5 MAT and 7 AGED females. Testosterone level was undetectable (less than 0.03 ng/ml) in 3 out of 4 AGED male mice and markedly reduced in the remaining one mouse (0.05 ng/ml) compared with MAT male mice (1.63 ± 0.92 (0.11–3.96) ng/ml). In contrast, estradiol level in female mice was not significantly different between MAT and AGED mice (Table 1).

**Table 1:** Body and bladder weights and blood glucose and sex hormone levels and FV measurement parameters in mature (MAT) and aged (AGED) mice.

**Body and bladder weight and blood examinations**	**Male**		p value	**Female**		p value
	MAT	AGED		MAT	AGED	
Body weight (g)	33.27 ± 0.63 (n = 20)	29.80 ± 0.58(n = 16)	<0.001^***^	27.77 ± 0.66 (n = 19)	26.66 ± 0.40 (n = 20)	0.16
Bladder weight (g)	38.92 ± 1.37 (n = 13)	54.0 ± 3.94 (n = 9)	0.0048^**^	33.3 ± 1.08 (n = 13)	36.93 ± 1.80 (n = 14)	0.10
Bladder weight/body weight	1.16 ± 0.047 (n = 13)	1.77 ± 0.13 (n = 9)	0.0010^**^	1.24 ± 0.056 (n = 13)	1.39 ± 0.073 (n = 14)	0.11
Blood glucose level (mg/dL)	155.2 ± 10.9 (n = 13)	166.1 ± 55.3 (n = 9)	0.82	125.8 ± 6.8 (n = 13)	115.7 ± 9.0 (n = 14)	0.38
Serum testosterone level (ng/mL)	1.63 ± 0.92 (n = 5)	0.05 (n = 1) ^#^	N/A	Not evaluated	Not evaluated	
Serum estradiol level (pg/mL)	Not evaluated	Not evaluated		27.0 ± 4.1 (n = 5)	20.3 ± 3.9 (n = 7)	0.28
**FV measurement parameters**	MAT (n = 10)	AGED (n = 8)	p value	MAT (n = 10)	AGED (n = 7)	p value
Voiding frequency (times/day)	6.10 ± 1.14	34.5 ± 6.16	0.002^**^	9.9 ± 1.68	10.0 ± 2.17	0.97
Total voided volume (ml/day)	1.56 ± 0.15	6.85 ± 0.86	0.003^**^	1.81 ± 0.24	2.57 ± 0.18	0.03^*^
Mean voided volume (μl)	332.7 ± 52.8	225.9 ± 32.9	0.12	194.8 ± 16.9	325.6 ± 66.2	0.099
Mean flow rate (μl/sec)	61.7 ± 3.1	54.0 ± 3.0	0.09	68.0 ± 8.7	46.6 ± 6.0	0.003^**^
Water intake (ml/day)	4.12 ± 0.34	11.86 ± 1.06	<0.001^***^	4.45 ± 0.65	5.83 ± 0.65	0.17
Food intake (g/day)	4.38 ± 0.60	5.25 ± 0.47	0.31	4.09 ± 0.85	5.38 ± 0.38	0.25

*p < 0.05, **p < 0.01, ***p < 0.001: Significantly different from MAT mice of the same sex (unpaired t-test)

^#^Serum testosterone levels in three AGED male mice were undetectable (<0.03 ng/ml).

N/A: not applicable.

### Frequency/volume (FV) measurements

Compared with MAT mice, AGED mice showed significantly increased total voided volume in both sexes, higher voiding frequency and increased water intake in males, and lower mean flow rate in females. There were no significant differences in voided volume per micturition and food intake between the two groups in either sex (7–10 mice per group) (Table 1).

### Conscious free-moving CMG measurements

We had allocated 7 males and 6 females of each group for CMG but evaluated 6 MAT and 5 AGED mice of both sexes. Two male AGED mice were dead before measurements. The CMG recordings of 1 male MAT mouse and 1 female AGED mouse were excluded, because reproducible tracings were not obtained. Compared with MAT mice, AGED mice showed multiple significant changes; (1) increased frequency of non-voiding contractions (NVCs) per minute in both sexes, (2) shorter intercontraction interval, smaller bladder capacity, and smaller voided volume in males, (3) lower mean flow rate in both sexes, and (4) lower maximum pressure in males (Table 2 and Fig. 1).

**Table 2:** Conscious free-moving CMG measurement parameters in mature (MAT) and aged (AGED) mice.

	Male			Female		
	MAT (n = 6)	AGED (n = 5)	p value	MAT (n = 6)	AGED (n = 5)	p value
Storage parameters						
Basal pressure (cmH_2_O)	3.83 ± 0.30	5.75 ± 1.03	0.14	4.39 ± 0.27	5.47 ± 0.46	0.07
Threshold pressure (cmH_2_O)	11.57 ± 1.07	9.29 ± 0.94	0.16	13.71 ± 2.31	9.11 ± 0.97	0.11
Intercontraction interval (sec)	1749.2 ± 98.7	847.2 ± 253.6	0.015*	1113.3 ± 103.1	759.2 ± 132.7	0.07
Voided volume (μl)	473.4 ± 25.0	247.3 ± 91.7	0.044*	290.1 ± 30.0	208.5 ± 40.4	0.12
Bladder capacity (μl)	480.3 ± 30.1	258.8 ± 87.4	0.046*	303.2 ± 33.1	225.87 ± 34.1	0.14
Bladder compliance (ml/cmH_2_O)	0.065 ± 0.010	0.077 ± 0.008	0.82	0.052 ± 0.019	0.125 ± 0.046	0.15
Number of NVCs (/min)	0.04 ± 0.02	0.43 ± 0.12	0.028*	0.03 ± 0.02	0.34 ± 0.10	0.037*
Amplitude of NVCs (cmH_2_O)	8.51 ± 2.03 (n = 3)	7.31 ± 0.64	0.51	8.08 ± 1.06 (n = 3)	9.32 ± 0.44	0.25
Voiding parameters						
Maximum pressure (cmH_2_O)	35.09 ± 1.77	28.18 ± 1.48	0.017*	31.72 ± 1.66	32.09 ± 2.06	0.89
Mean flow rate (μl/sec)	70.9 ± 9.0	43.8 ± 3.6	0.015*	73.8 ± 4.5	52.2 ± 3.4	0.005**
Residual volume (μl)	6.9 ± 1.3	11.5 ± 8.6	0.63	12.3 ± 7.3	17.3 ± 16.5	0.77
Voiding efficiency (%)	98.8 ± 0.3	91.8 ± 6.2	0.36	96.2 ± 1.8	91.4 ± 8.1	0.59

NVCs: non-voiding contractions

*p < 0.05, **p < 0.01: Significantly different from MAT mice of the same sex (unpaired t-test).

**Figure 1:**
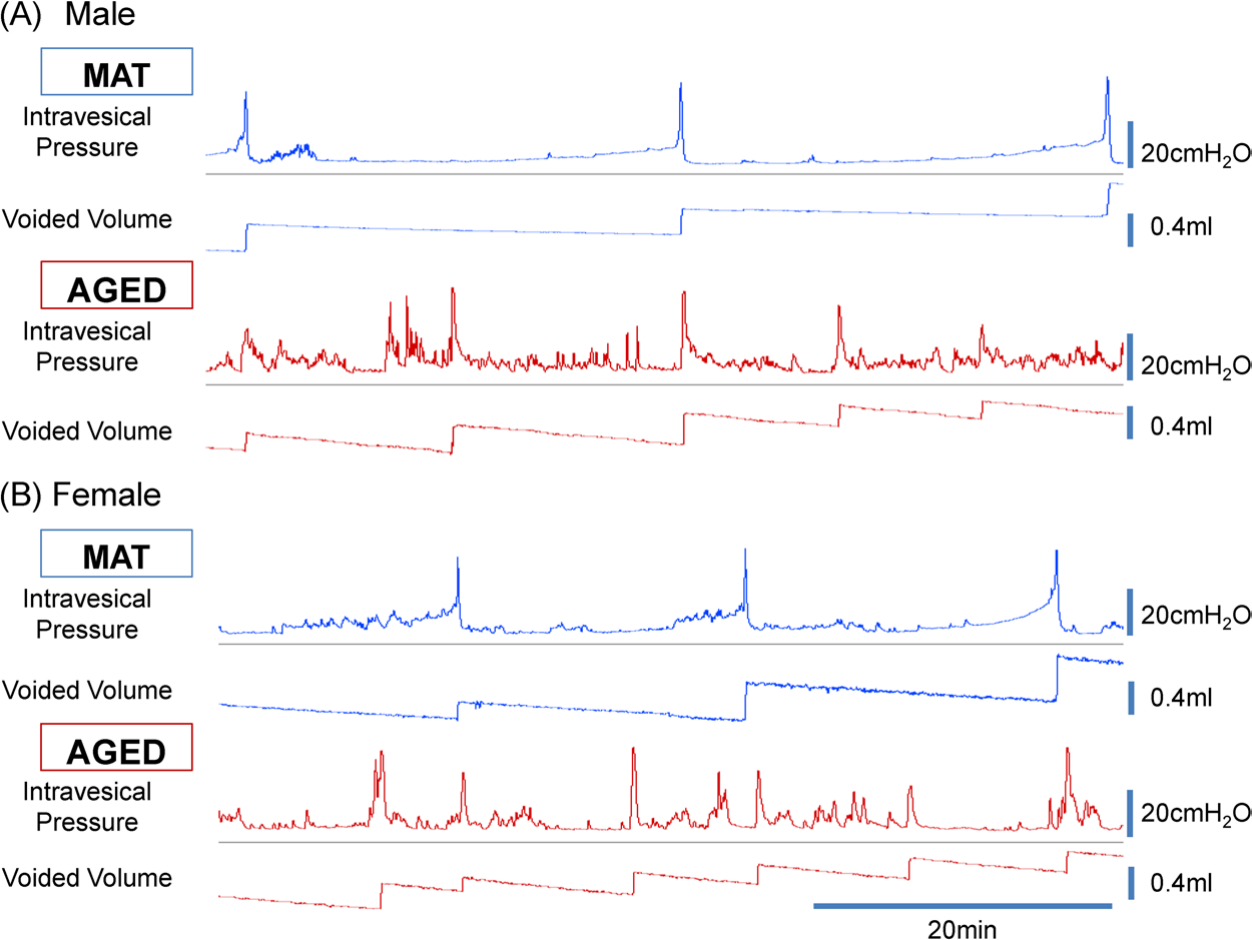
Representative traces of intravesical pressure and voided volume during conscious cystometry with saline instillation (15 µl/min) from each group in male (**A**) and female (**B**) mice. MAT: mature (12-month old), AGED: aged (27–30-month old).

### *In vitro* functional analysis of detrusor strips

#### Contractile responses

In both sexes, the contractile responses to high K^+^ was weaker in AGED mice compared with MAT mice (assayed in 14 to 19 detrusor strips and 9 to 11 mice per group) (Fig. 2A). The Emax of the contractile responses to carbachol (CCh) in AGED mice was also significantly lower in both sexes (5 to 7 detrusor strips and 5 to 7 mice per group) (Fig. 2B). In contrast, the pEC50 values for the responses to CCh (male: 6.07 vs. 5.62, female: 5.97 vs. 5.76) and the responses to adenosine triphosphate (ATP) showed no significant age-related differences in either sex (4 or 5 detrusor strips and 4 or 5 mice per group) (Fig. 2B and C). The amplitude of contractions induced by electric field stimulation (EFS) was significantly lower in AGED mice in both sexes, except at 2 Hz in females (5 to 7 detrusor strips and 5 to 7 mice per group). However, after atropine administration, there were no significant differences between the two groups in either sex (Fig. 2D).

**Figure 2:**
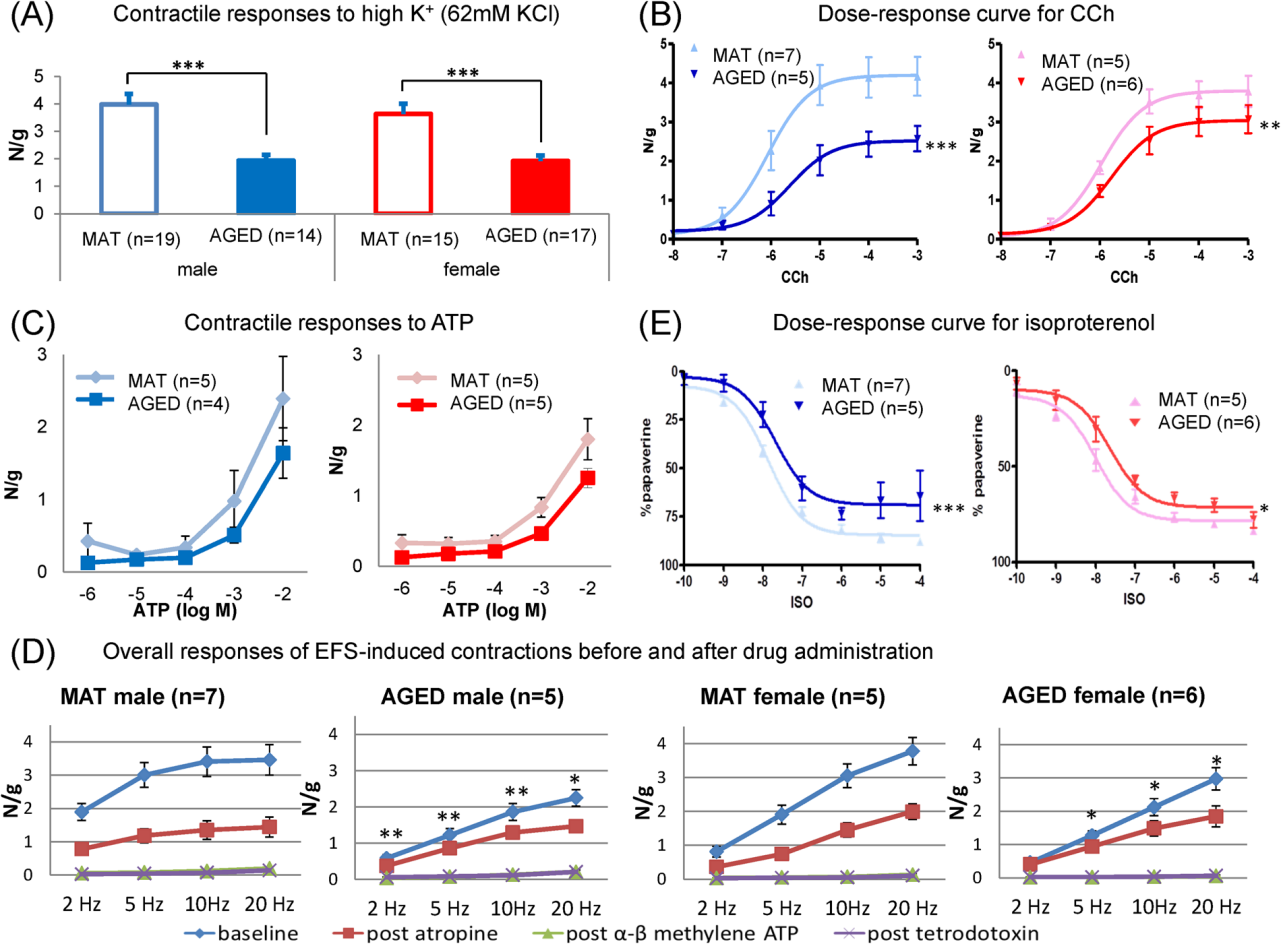
Contractile and relaxant responses of detrusor strips. Contractile responses to high K^+^ (**A**), CCh (**B**), ATP (**C**), and EFS (**D**) and relaxant responses to isoproterenol (**E**). MAT: mature (12-month old), AGED: aged (27–30-month old). Values are expressed as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, significantly different from MAT of the same sex (**A**,**C**,**D**) unpaired t-test, (**B**,E**)** f-test of nonlinear regression).

#### Relaxant responses

Compared with MAT mice, the maximum relaxant response to isoproterenol (ISO) was significantly weaker in AGED mice in both sexes, although its pEC50 value (male: 7.86 vs. 7.64, female: 7.94 vs. 7.61) was not significantly different between groups in either sex (Fig. 2E).

### Histological examinations

In males, collagen deposition in the detrusor layer tended to increase in AGED mice, but there were no significant differences in either sex (7 or 8 bladder specimens per group, male: *p* = 0.077, Fig. 3).

**Figure 3:**
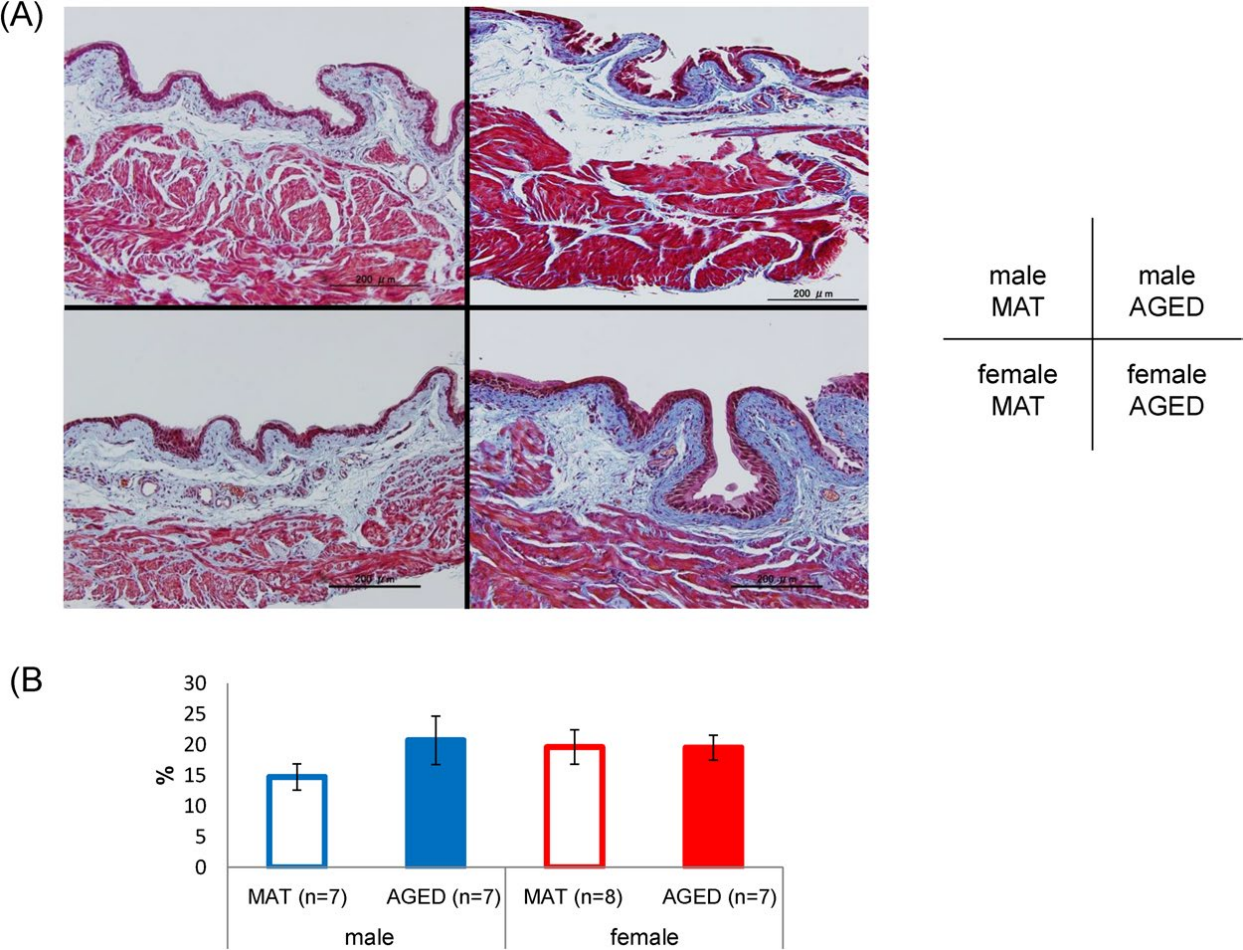
Representative histological images of bladder specimens taken from each group of mice, with Masson’s trichrome staining. MAT: mature (12-month old), AGED: aged (27–30-month old) Scale bar = 200 µm (**A**). Collagen deposition rate in the detrusor layer (**B**). No significant differences between MAT and AGED were found in either sex (unpaired t-test).

### Real-time reverse transcription polymerase chain reaction (RT-PCR)

AGED bladder showed significantly lower M3 and P2X1 receptor expression in males and β2-adrenoceptor expression in females (MAT: n = 11 and AGED: n = 4 in males, MAT: n = 5 and AGED: n = 7 in females, Fig. 4). No significant differences were found in receptor expression of M1, M2, β1, or β3 in either sex (Fig. 4).

**Figure 4:**
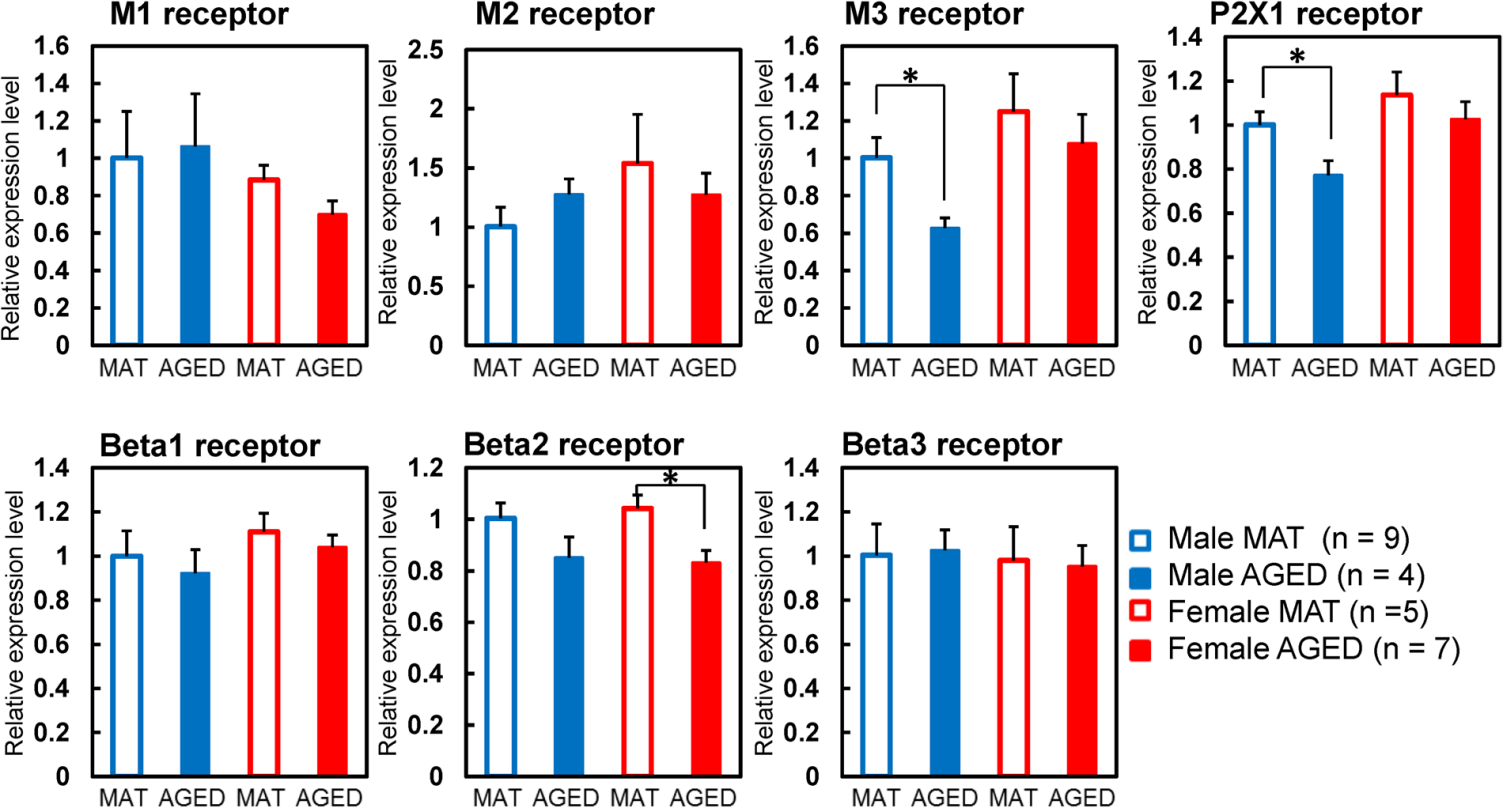
Receptor cDNA expression. MAT: matured (12-month old), AGED: aged (27–30-month old) *p < 0.05 significantly different from MAT of the same sex (unpaired t-test).

### cDNA microarray analyses

Total RNA from 4 bladders in each group were investigated. 

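RNA of 16 bladders was hybridized to 1-colour Agilent arrays, with 1 bladder on each array and 4 arrays each of MAT males, AGED males, MAT females and AGED females. MAT mice were 12 months old and AGED mice 27 to 30 months old. Age and sex were taken from the labels deposited with each array, and every difference between AGED and MAT arrays is given in the direction of those labels. The authors deposited the intensity of each spot as Feature Extraction wrote it, after background subtraction and with no normalization between arrays, and a table of log2 values with each probe centred on its median. Each array held 62976 spots and 55681 probes other than controls. For the values given here, the log2 processed signal was scaled by subtracting the 75th percentile of its array, and control spots and spots with an outlier flag were left out. A probe was kept when it was well above background on at least 4 of the 16 arrays, which left 36972 probes of 26781 genes. Each gene was represented by its kept probe with the highest mean signal. Well above background were 60.4% to 65.9% of the probes on MAT male arrays and 52.3% to 61.2% on AGED male arrays. The shares were 64.6% to 68.2% on MAT female arrays and 59.9% to 63.2% on AGED female arrays. The dimmest array was AGED male replicate 1, with a median signal of 54.5. Groups were compared with limma in 1 model of all 16 arrays, with Benjamini-Hochberg adjustment over all genes tested, and the number of arrays limits the precision. One slide held the female arrays and the other the male arrays, and on both slides the MAT arrays lay in row 1 and the AGED arrays in row 2. The sex labels were checked with genes of the sex chromosomes. Ddx3y was at least 285-fold higher in MAT males than in MAT females and at least 155-fold higher in AGED males than in AGED females, with no female array well above background. The log2 signal of Xist was 1.92 ± 0.05 (SD, n = 4) in MAT females and 1.87 ± 0.08 (SD, n = 4) in AGED females, and it was well above background on 1 MAT male array and no AGED male array.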

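At an adjusted p under 0.05 and at least a 2-fold change, limma called 74 genes higher and 153 lower in AGED than in MAT males, and 47 higher and 3 lower in AGED than in MAT females. Among them, 8 genes were higher and 0 lower in AGED mice of both sexes. With limma's unadjusted p under 0.05 and the same fold limit, 22 genes were lower in both sexes. With each sex fitted alone and no shared spread, limma called 6 genes higher and 8 lower in males, and 79 higher and 15 lower in females. Which sex had more calls therefore depended on the model. The counts also moved widely with the test and the filter. The methods' t-test at an unadjusted p under 0.05 and at least a 2-fold change, with each probe counted and no filter on dim probes, called 1897 probes higher and 457 lower in males, and 948 higher and 282 lower in females. On the filtered genes the methods' t-test called 185 higher and 311 lower in males, 271 higher and 122 lower in females, and 35 higher and 7 lower in both sexes. After Benjamini-Hochberg adjustment that test called 0 genes in males, and 1 higher and 0 lower in females. The female count depended on the set of arrays. It fell to 1 higher gene without MAT female replicate 1 or 4, or without AGED female replicate 2 or 4. Without MAT male replicate 1 or 3 it was 21. This does not mark a single array as the source of the calls, since leaving out any of several arrays cost calls. Without AGED male replicate 1, which enters the shared spread, the count of genes higher in AGED females was 111. The 4 AGED and 4 MAT arrays did not overlap for 7.85% of all genes tested in males and 10.8% in females, where chance gives 2.86%. A test of the difference itself called 40 genes whose age change differed between males and females.
Among genes with a symbol and groups that did not overlap, the largest fitted rises in AGED males were those of Saa3, Chil3, Marco, Cxcl13 and Arg1. The log2 change of Marco was 4.46 (standard error 0.66, adjusted p = 0.00388 from limma) and that of Cxcl13 was 4.29 (standard error 0.54, adjusted p = 0.00128). Saa3 was well above background on 1 of 4 MAT arrays, and Arg1 on none. The largest fitted falls in males were those of Ephb1, AI593442, Slc38a5, Tm4sf20 and Rln1. Ephb1, AI593442 and Tm4sf20 were not well above background on any AGED male array, so their rank rests on signals near background. The fitted change of Ephb1 was -3.07 (adjusted p = 0.000127 from limma), and no bound is given for it. Tm4sf20 was at least 1.66-fold lower and lost its call with a floor on low signals (adjusted p = 0.265). Rln1, which was well above background on every male array, fell by 2.17 on the log2 scale. In AGED females the largest fitted rises were those of Pramel24, Irf7, Pramel4, Slfn4 and Oasl1. Irf7 rose by 2.93 on the log2 scale (standard error 0.56, adjusted p = 0.0462 from limma) and Oasl1 by 2.59 (standard error 0.46, adjusted p = 0.0411). Pramel24 was well above background on no MAT female array and was at least 2.58-fold higher, so its rank also rests on background, and Pramel4 and Slfn4 were well above background on 1 of 4 MAT female arrays. With quantile normalization the adjusted p was 0.0526 for Irf7, 0.0517 for Pramel24 and 0.0541 for Pramel4. With a floor on low signals it was 0.0604 for Pramel24. Under normexp with the 75th percentile, a setting chosen after the data were seen, the calls of Saa3 and Tm4sf20 in males (adjusted p of 0.0632 and 0.263) and of Pramel24, Pramel4, Slfn4 and Dipk1c in females (0.216, 0.304, 0.296 and 0.780) were lost. Irf7, Pramel4 and Slfn4 each lost their call when any 1 female array was left out, and Oasl1, Dipk1c, P2rx2 and Pramel24 lost it without some of them. In males Saa3, Arg1 and Slc38a5 lost their call without some single arrays, among them MAT male replicate 3. The 2 genes with a symbol that were lower in AGED females were Dipk1c and P2rx2. P2rx2 fell by 1.32 (standard error 0.24, adjusted p = 0.0422), with an adjusted p of 0.0531 under quantile normalization. Dipk1c was not well above background on any AGED female array, and no fold is given for it.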

In AGED mice, 469 genes in males, 392 in females, and 8 in both sexes were significantly upregulated, whereas 544 genes in males, 75 in females, and 37 in both sexes were significantly downregulated. Of the top 5 upregulated genes (Tables 3), 4 genes were not identified as ontology terms, with Kcnj5 as an exception. In contrast, the top 5 downregulated genes were all associated with “response to stimuli” and “extracellular region” as per gene ontology analysis. 

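The paper lists AI593442, Kcnj5, Tmem200c, D9Ertd115e and Gsg1l as upregulated in AGED mice. Of these 5 genes, AI593442, Kcnj5 and Gsg1l had a probe well above background on enough arrays to be tested. In the direction of the deposited labels, the fitted changes of these were falls in both sexes, opposite to the paper's direction. No probe was matched to Tmem200c or D9Ertd115e. The gene that the table's name for the latter points to, Cyp11a1, had 1 probe, which was well above background on 0 arrays. AI593442 was not well above background on any array labelled AGED male. Its log2 signal was -3.40 ± 0.99 (SD, n = 4) in MAT males, at least 4.38-fold higher than on the AGED male arrays (adjusted p = 0.00298 from limma). In females it was -4.35 ± 0.23 (SD, n = 4) on AGED and -2.56 ± 0.52 (SD, n = 4) on MAT arrays, 3.45-fold higher on the MAT arrays (adjusted p = 0.121 from limma). The signal of every AGED array lay below that of every MAT array in both sexes (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Kcnj5 was well above background on 2 of 4 AGED arrays in each sex. It was 3.56-fold higher on MAT than on AGED male arrays (log2 change -1.83, standard error 0.54, adjusted p = 0.106) and 4.61-fold higher on MAT than on AGED female arrays (log2 change -2.20, standard error 0.54, adjusted p = 0.137). With a floor on low signals the adjusted p of Kcnj5 in females was 0.036. Gsg1l fell by 0.98 on the log2 scale in males (standard error 0.40, adjusted p = 0.240), where 1 of 4 AGED arrays was well above background. It changed by -0.23 in females (standard error 0.40, adjusted p = 0.907), which is within the spread between arrays. With normexp background correction, a setting chosen after the data were seen, its change in males was 0.02. The other kept probe of Gsg1l was well above background on no AGED array. It was at least 1.13-fold higher on MAT than on AGED female arrays (exact two-sided permutation test, p = 0.0286), and in males, where 1 MAT array was well above background, no fold is given (p = 0.0571 from the same exact test).

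**Figure D1:**
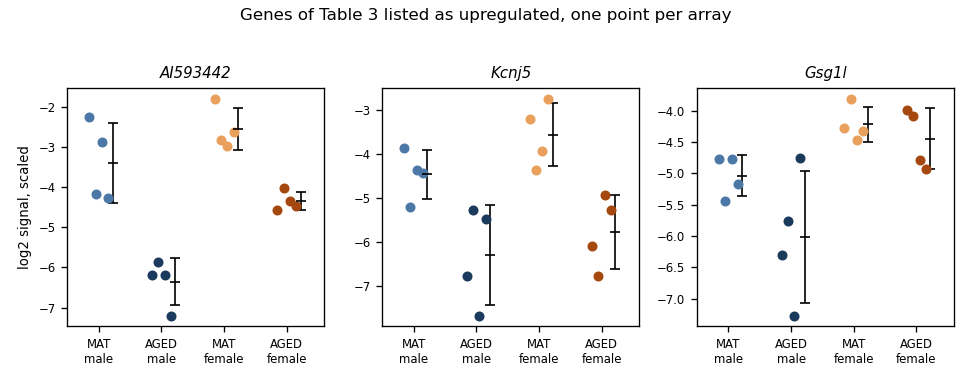
Scaled log2 signal (vertical axes) of AI593442, Kcnj5 and Gsg1l in the 4 groups. Points are arrays, and bars give the mean and SD of 4 arrays. The AGED arrays lie below the MAT arrays in both sexes for AI593442 and Kcnj5, and overlap them for Gsg1l.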

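Chil3 had a log2 signal of 2.73 ± 0.77 (SD, n = 4) on arrays labelled AGED male and -2.95 ± 0.11 (SD, n = 4) on MAT male arrays. The log2 change was 5.68 (standard error 0.38, adjusted p = 7.14e-06 from limma), or 51.4-fold. In females the change was 2.54, or 5.80-fold (standard error 0.38, adjusted p = 0.0243). Mmp3 was 5.55-fold higher on AGED male arrays (log2 change 2.47, standard error 0.31, adjusted p = 0.00118) and 3.74-fold higher on AGED female arrays (log2 change 1.90, standard error 0.31, adjusted p = 0.0281). In females the calls of Chil3 and Mmp3 were lost when single arrays were left out, among them MAT female replicate 1, and that of Mmp3 also under normexp with the 75th percentile (adjusted p = 0.108). Defb50, which was well above background on 2 of 4 MAT arrays in each sex, was 9.96-fold higher on AGED male arrays (adjusted p = 0.00394) and 3.50-fold higher on AGED female arrays (adjusted p = 0.185). S100a9 was 8.48-fold higher on AGED male arrays (adjusted p = 0.0125) and 3.09-fold higher on AGED female arrays (adjusted p = 0.321). For these 4 genes every AGED array lay above every MAT array of the same sex (exact two-sided permutation test, p = 0.0286). The paper lists these 4 genes and F10 as downregulated in AGED mice, opposite to the rise of the 4 genes here. The probes of F10 disagreed. The brighter one, which was tested, changed by 0.12 in males (adjusted p = 0.845) and 0.16 in females (adjusted p = 0.898), and under quantile normalization its change in males was -0.08. The other probe was 6.68-fold higher on AGED male arrays (exact two-sided permutation test, p = 0.0286) and 3.52-fold higher on AGED female arrays (p = 0.0857 from the same exact test).

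**Figure D2:**
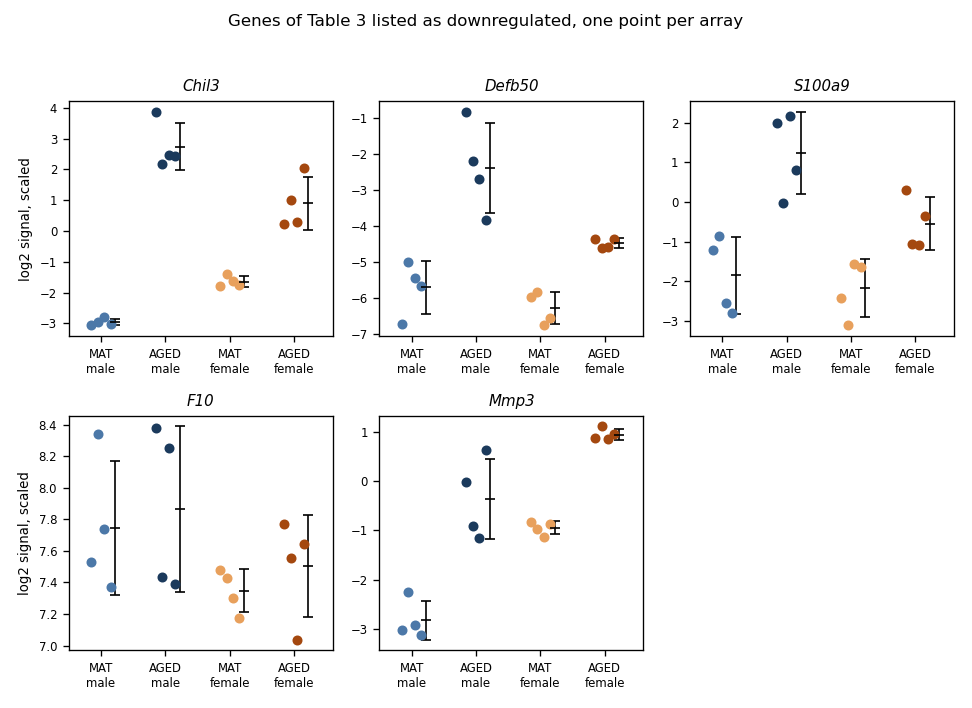
Scaled log2 signal (vertical axes) of Chil3, Defb50, S100a9, F10 (tested probe) and Mmp3 in the 4 groups. Points are arrays, and bars give the mean and SD of 4 arrays. The AGED arrays lie above the MAT arrays in both sexes for each gene but F10.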

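The lists of the pathway software were not used here. In their place, 18 lists of genes of cell types, tissues and responses were tested with limma's camera, with a preset correlation of 0.01 between genes. In AGED males, 2 lists passed at an adjusted p under 0.05. The neutrophil list rose, with 5 of its 8 tested genes higher and a median log2 change of 0.91 (adjusted p = 0.00575). All 11 T cell genes rose, with a median of 0.74 (adjusted p = 0.0226), and the adjusted p was 0.708 without AGED male replicate 1 and 0.0552 without MAT male replicate 1. In AGED females, 7 lists passed. The interferon response genes were higher in 10 of 10, with a median log2 change of 2.19 (adjusted p = 3.12e-19), and the proliferation genes in 9 of 9, with a median of 1.03 (adjusted p = 7.14e-08). Within female groups the proliferation genes had a mean correlation of 0.874, far above the preset 0.01, and the AGED and MAT list means overlapped. Macrophage genes (8 of 9 higher, adjusted p = 0.00409), senescence genes (6 of 7 higher, adjusted p = 0.00579) and neutrophil genes (6 of 8 higher, adjusted p = 0.0134) also rose. Peripheral nerve genes (1 of 10 higher, adjusted p = 0.000207) and adipocyte genes (1 of 11 higher, adjusted p = 0.0195) fell. The adjusted p was 0.393 for the adipocyte list without MAT female replicate 1 and 0.0557 for the macrophage list without AGED female replicate 4. Under fry, the neutrophil list held in males (adjusted p = 0.00781) and the interferon response list in females (adjusted p = 0.00273), and the other 7 calls did not hold. With an estimated correlation, camera called 0 lists in either sex. Splits of the male arrays did not exclude chance for the neutrophil list in males. Some other splits of the female arrays gave a smaller p over all lists than any called list but the interferon response had. By this comparison, made after the results were seen, chance is not excluded for the female lists other than the interferon response. In females Isg15, Oas1a and Usp18, the members of the interferon response list with the highest signal, changed by 2.53 (adjusted p = 0.0740 from limma), 2.52 (adjusted p = 0.177) and 1.13 (adjusted p = 0.0248).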

When gene functions were classified into three categories (diseases and disorders, molecular and cellular functions, and physiological system development and function), the top 5 functions that significantly changed with aging in each category are summarized in Table 4. The genes that commonly changed with aging in both sexes were associated with “cell-to-cell signaling and interaction.”

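The 8 genes called in both sexes were all higher in AGED mice. They were Chil3, Mmp3, Vsig4, Sntg1, a gene that the files name C79246, a transcript they name ENSMUST00000075789, and 2 features on chromosome 1 of mm9, from 85117750 to 85129200 and from 85300475 to 85331475. Vsig4 rose by 2.20 on the log2 scale in males (standard error 0.36, adjusted p = 0.00684 from limma) and by 2.25 in females (standard error 0.36, adjusted p = 0.0281). C79246 rose by 1.59 in males (standard error 0.19, adjusted p = 0.00104) and by 1.79 in females (standard error 0.19, adjusted p = 0.00424). For Sntg1, where an outlier flag removed 1 MAT male value, the changes were 1.52 (adjusted p = 0.00422) and 1.15 (adjusted p = 0.0422). With the authors' table of log2 values, which keeps that value, the adjusted p of Sntg1 was 0.939 in males and 0.713 in females. With 1 array left out in turn, C79246 was called in both sexes each time, and the other 7 genes lost their call in females without MAT female replicate 1 and some other arrays. Under quantile normalization ENSMUST00000075789 lost its call in females (adjusted p = 0.0541), and 7 genes were called in both sexes. Under normexp with the 75th percentile, Mmp3, Sntg1, ENSMUST00000075789 and the feature from 85300475 lost their call in at least 1 sex. Of the 8 genes, Chil3 alone differed between the sexes by the test of the difference. Across all 26781 genes, which are not independent replicates, the age changes of males and females had a Spearman correlation of 0.193 and a Pearson correlation of 0.139, and 58.3% of genes changed in the same direction. The paper states that the genes changed in both sexes were associated with cell-to-cell signaling and interaction.

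**Figure D3:**
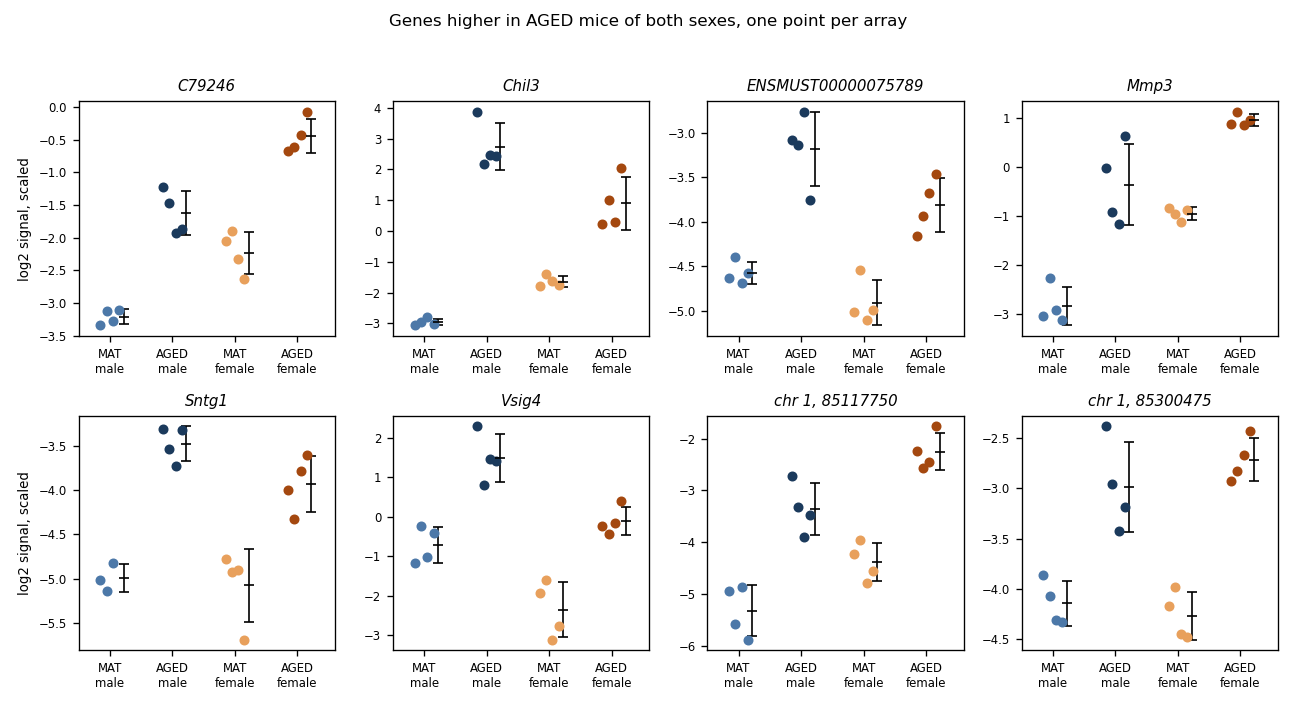
Scaled log2 signal (vertical axes) of the 8 genes higher in AGED mice of both sexes. Points are arrays, and bars give the mean and SD of the arrays of a group. The AGED arrays lie above the MAT arrays of the same sex in each panel.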

**Table 3:** Top five genes of the urinary bladder upregulated and downregulated in aged mice compared with mature mice of the same sex.

	Gene Symbol	Entrez Gene Name	Fold change	
			Male	Female
Upregulated genes	AI593442	chromosome 11 open reading frame 87	10.07	3.36
	Kcnj5	potassium inwardly-rectifying channel, subfamily J, member 5	3.30	3.96
	Tmem200c	transmembrane protein 200 C	3.19	2.76
	D9Ertd115e	cytochrome P450, family 11, subfamily A, polypeptide 1	2.90	2.55
	Gsg1l	GSG1-like	2.77	2.19
Downregulated genes	Chil3	chitinase-like 3	45.45	6.32
	Defb50	defensin beta 50	9.29	3.55
	S100a9	S100 calcium binding protein A9	7.16	3.10
	F10	coagulation factor X	6.23	2.87
	Mmp3	matrix metallopeptidase 3	5.28	3.94

**Table 4:** Gene functions in the urinary bladder most significantly changed with aging.

Male	Female
Diseases and Disorders	
Cancer	Immunological Disease
Dermatological Diseases and Conditions	Antimicrobial Response
Organismal Injury and Abnormalities	Inflammatory Response
Gastrointestinal Disease	Endocrine System Disorders
Inflammatory Disease	Gastrointestinal Diseases
Molecular and Cellular Functions	
Lipid Metabolism	Cell Signaling
Small Molecule Biochemistry	Cell Morphology
Molecular Transport	Cellular Compromise
Drug Metabolism	Cellular Function and Maintenance
Cell-To-Cell Signaling and Interaction	Cell-To-Cell Signaling and Interaction
Physiological System Development and Function	
Behavior	Hematological System Development and Function
Nervous System Development and Function	Tissue Morphology
Endocrine System Development and Function	Immune Cell Trafficking
Organismal Development	Tissue Development
Organ Morphology	Skeletal and Muscular System Development and Function

## Discussion

The *in vivo* study results indicated that aged mice had storage and voiding dysfunctions, which would resemble to DHIC, and such dysfunctions were more pronounced in males. More specifically CMG showed an increased number of NVCs and lower mean flow rate in aged mice of both sexes, with related parameters more significantly impaired in males. These results were compatible with bladder dysfunctions commonly observed among the elderly^3,8,9^. Less obvious age-related changes in FV parameters would be explained by polyuria in aged mice, which complicated the evaluation of the bladder function by FV.

*In vitro* organ bath studies using isolated detrusor strips demonstrated decreased contractile responses to high K^+^ with aging in both sexes, suggesting impaired intrinsic contractile property of detrusor smooth muscle. The finding is consistent with previous reports using male mice and female guinea pigs^13,17^. Our contractile response studies also revealed lower atropine sensitive component in EFS-induced contractions and lower responses to muscarinic stimulation with aging in both sexes. In contrast, there is no significant change in purinergic component in EFS-induced contractions and contractile responses to purinergic stimulation. These results are in line with the previous findings demonstrating age-related impairment of contractile responses to both carbachol and EFS (muscarinic but not purinergic component) in the male rat and human bladders^10,14,16^. We have confirmed this age-related impairment in females as well. Thus, the age-related changes of bladder contractility would be attributable to impairment of cholinergic contractile properties of detrusor smooth muscle with aging in addition to impaired intrinsic contractile property. Our experiments also showed that the relaxant responses to ISO were attenuated in aged mice of both sexes, which was consistent with findings in the rat bladder^18,19^. We demonstrated, for the first time to our knowledge, using real-time RT-PCR that the expression of the M3 receptors in males and the β2-adrenoceptors in females was downregulated in aged mice. The results would support the functional changes demonstrated in the *in vitro* organ bath studies. Our results also suggest sex differences in age-related mRNA expression changes of muscarinic, purinergic, and β-adrenergic receptors of the bladder. In contrast, downregulated P2X1 receptor expression in aged male mice, which is consistent with observations in male human detrusor without bladder outlet obstruction^10,20^, was not reflected in *in vitro* contractile experiments. We did not fully address this discrepancy, which may be due to differences between genomic and functional contributions in the isolated bladder strips. Taken together, *in vivo* and *in vitro* studies, gene expression studies as well, indicate that both contractile and relaxant responses of detrusor smooth muscle were impaired with aging in both sexes. These observations in both *in vitro* and *in vivo* experiments suggest that our aged mice model would reproduce the aged human bladder condition.

The microarray analysis of the bladder revealed “cell-to-cell signaling and interaction” as the most common age-related changes in both sexes. Such genomic changes may be responsible for functional and morphological changes in the bladder such as collagen deposition, particularly in males. This should be addressed in more detail using our current findings as a basis for future studies. For example, determining the genes responsible for age-related bladder dysfunction would bring useful information for understanding and clinical management of age-related bladder dysfunction. Regarding sex disparity, male mice showed more severe aging-related functional deterioration than females, as per the CMG measurements, *in vitro* organ bath studies, and histological evaluations. A possible reason would be alteration in the sex hormone status with aging^21^. Serum testosterone levels were remarkably lower in AGED male mice compared with those in MAT male mice, whereas there was no significant difference in serum estradiol levels between AGED and MAT female mice. Keast *et al*. suggested that androgens are essential for the maturation and maintenance of the structure of pelvic autonomic neurons and pelvic ganglion neurons that supply the bladder of the male Wistar rat^22^.

Our study has some limitations. First, we investigated age-related changes only at two points of life. Further studies using other age groups can describe chronological changes of the bladder function more precisely, disclosing the time-dependent maturation and deterioration of the bladder. Second, we have not examined the changes of the properties of neuronal tissue like as dorsal root ganglia. Considering the relevance of neuronal control on bladder function, gene expression changes of the neuronal tissue may disclose more precisely age-related bladder dysfunction. Third, the mechanisms of age-related deterioration of bladder contractile or relaxant properties are to be disclosed. Further studies including evaluating the age-related differences of voltage gated calcium channels or potential intracellular pathways are needed. Forth, the implication of age-related genomic changes remained to be speculative. Studies using genetically engineered mice would contribute to elucidating the role of genes responsible for the functional changes observed. Finally, we have not examined pharmacological responses to therapeutic agents. The age-related changes in responsiveness, if any, should be examined further for improving the management of lower urinary tract dysfunctions according to sex or age.

In conclusion, aged mice demonstrated voiding and storage dysfunctions resembling to DHIC, which were more pronounced in males. Genomic changes associated with aging may contribute to the age-related functional deterioration in mice.

## Methods

### Animals and experimental groups

C57BL/6 male and female mice were divided into two groups: MAT (male: N = 20, female: N = 19) and AGED (male: N = 16, female: N = 20). Mice were maintained under standard laboratory conditions, with a 12:12 h light (9:00 a.m. to 9:00 p.m.) and dark (9:00 p.m. to 9:00 a.m.) cycle and free access to food pellets and tap water. Experimental protocols were approved by the Animal Ethics Committee of the University of Tokyo Graduate School of Medicine, Tokyo, Japan and were in line with NIH guidelines for the care and use of experimental animals. Mice were obtained from the Tokyo Metropolitan Institute of Gerontology, and after a 1-week adaptation period, they were used for measurements.

### FV measurements

Each mouse was separately placed, conscious and without restraint, in a MCM/TOA-UF001–006 metabolic cage (Mitsubishi Chemical Medience, Tokyo, Japan). This metabolic cage can pass urine and feces separately owing to a specially designed net, facilitating precise measurement of the voided urine volume^16,23^. After a 24-h adaptation, the voided volume, voiding frequency, duration of each micturition, and water intake volume were recorded with a PowerLab data acquisition system (AD Instruments, Sydney, Australia) continuously for 24 h starting from 9:00 am, with a 12:12 h light (9:00 a.m. to 9:00 p.m.) and dark (9:00 p.m. to 9:00 a.m.) cycle. Mean flow rate of each voiding was calculated by dividing voided volume by duration of micturition. The mice had free access to water and food during recordings.

### Conscious free-moving CMG measurements

In separate mice from other experiments, under isoflurane anesthesia, a polyethylene catheter (Clay-Adams PE–10, Parsippany, NJ) was implanted into the bladder through the dome and subcutaneously tunneled and exteriorized at the back of the neck. Five days after the surgery, conscious CMG measurements were performed without any restraint in the metabolic cage (MCM/TOA-UF001-006). The intravesical catheter was connected via a three-way stopcock to a pressure transducer (DX-100, Nihon Kohden, Tokyo, Japan) and a syringe pump (KDS 200, Muromachi Kikai Co. Ltd., Tokyo, Japan) for saline instillation at 15 µl/min. Intravesical pressure and voided volume were measured using PowerLab (AD Instruments). After stable and reproducible recordings were obtained, micturition cycles during 1 h were averaged and the following cystometric parameters were analyzed: basal pressure (minimum bladder pressure), threshold pressure (bladder pressure at the onset of micturition), maximum pressure (maximum bladder pressure during micturition), voided volume, intercontraction interval (duration between two micturitions), bladder capacity (instilled saline volume), residual volume (bladder capacity − voided volume), mean flow rate (voided volume divided by duration of micturition), voiding efficiency (voided volume divided by bladder capacity × 100%), bladder compliance [bladder capacity divided by (threshold pressure − basal pressure)], and number and amplitude of NVCs^24^. NVCs were defined as bladder contractions without micturition, with amplitudes of more than 5 cmH_2_O^25^. Mice using CMG measurements were euthanatized after measurements, and the bladder tissues of them were not used for other *in vitro* experiments, because catheter implantation may change the property of the bladder tissue.

### Blood glucose and sex hormone measurements

At approximately 1:00 pm, mice were restrained and blood glucose levels were measured in the tail vein using a disposable glucose test sensor (Glutest, Sanwa Kagaku Kenkyusho Co. Ltd, Tokyo, Japan). Mice were then anesthetized with an intraperitoneal injection of pentobarbital sodium (30 mg/kg). The peritoneal cavity was opened after central abdominal incision, and whole blood (approximately 0.4 ml) was harvested from the inferior vena cava. The blood sample was transferred to a test tube and left at room temperature for 30 min and at 4 °C for 16 h; subsequently, the sample was centrifuged at 1200 g for 25 min to separate the serum. The collected serum was stored frozen (−20 °C) until measurements. Serum testosterone levels for male by an electrochemiluminescence assay and estradiol levels for female mice by a chemiluminescence assay were analyzed by SRL, Inc. (Tokyo, Japan).

### In vitro studies for functional analysis using detrusor strips

This investigation was performed as described in our previous reports^16,26^. After mice were sacrificed by an overdose of pentobarbital sodium, the bladder bodies were harvested, and longitudinal full-thickness bladder strips were transferred to 5 ml organ baths. After a 2-h equilibration period with a stable tension of 10 mN for contractile and 5 mN for relaxant experiments, investigations were initiated. The strips were first exposed to a high K^+^ (62 mM KCl) Krebs solution. After 3 times washout, contractile responses to particular stimuli were examined in separate specimens, including 1: Cch (10^−8^ M to 10^−3^ M), 2: ATP (10^−6^ M to 10^−2^ M), and 3: EFS (pulse width: 0.8 ms, 50 V; pulse duration: 5 s; and stimulation interval: 1 m at 2, 5, 10, and 20 Hz). Cumulative application of Cch and ATP were given after a previous peak contraction without washout. After baseline measurements, EFS was repeated after 10^−6^ M atropine administration, purinoceptor desensitization by repeated 10^−5^ M α, β-Methylene-ATP (mATP) administrations, and finally, 10^−6^ M tetrodotoxin (TTX) administration. Each drug application interval was 2 minutes. In separate specimens, relaxant responses to ISO (10^−10^ M to 10^−4^ M) were evaluated under a mechanical 5 mN tension with 5 minutes interval. Papaverine (10^−3^ M) was applied 5 minutes after the maximal dose of ISO as a referent drug to induce relaxation. The contractile responses to CCh and EFS and the relaxant response to ISO were evaluated using detrusor strips in the same mice and the contractile responses to ATP were evaluated using the strips in separate mice. The amplitude was measured in all *in vitro* contractile and relaxant experiments.

### Histological examination

Isolated bladder body specimens were fixed in 4% paraformaldehyde-phosphate buffered saline, embedded in paraffin, and cut into 3-μm sections. Masson’s trichrome staining was performed to analyze fibrosis in the detrusor muscle layer. Collagen deposition was determined in 3 randomly selected sections^27^. Collagen deposition rate was defined as the collagen content (blue areas) divided by the muscle area × 100% in each section^16^. Images were analyzed using Adobe software and Image J (http://rsb.info.nih.gov/ij/)^16,28^.

### Real-time RT-PCR

The bladder body dissected out were immediately placed in RNA*later* RNA Stabilization Reagent (QIAGEN, Venlo, The Netherlands). Total RNA extracted from tissues using the miRNeasy Mini Kit (QIAGEN) was reverse transcribed to cDNA using the ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan) according to the manufacturer’s procedure. For relative quantification of mRNA expression, real-time PCR was performed using the THUNDERBIRD SYBR qPCR Mix (TOYOBO) and gene-specific primers on the StepOnePlus Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). The data was normalized to Gapdh. Primer sequences were as shown in Supplementary table.

### cDNA microarray analyses

Total RNA from the bladder (200 ng) extracted for real-time RT-PCR was amplified and labeled with Cy3 using a Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. The labeled cRNA was hybridized to the Agilent SurePrint G3 Mouse GE 8 × 60 K Microarray according to the manufacturer’s procedure. After hybridization, the microarrays were scanned on a DNA Microarray Scanner with Scan Control software. Raw data were collected from processed images using Feature Extraction software (Agilent). Gene expression analysis was performed with the Subio platform (Subio, Kagoshima, Japan). These data were compared using t-tests between MAT and AGED groups, with p < 0.05 considered statistically significant. The remaining probes were selected using the criterion of at least a 2-fold change. The gene list was analyzed using Ingenuity pathway analysis software (QIAGEN). The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE100219 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100219).

### Drugs

CCh, ATP, atropine, and TTX were purchased from Wako Chemical, Tokyo, Japan. ISO and mATP were purchased from Sigma-Aldrich (St. Louis, MO, USA). Papaverine was purchased from Cayman Chemical, Ann Arbor, MI, USA. Krebs solution comprised 118 mM NaCl, 4.7 mM KCl, 2.5 mM CaCl_2_, 25.0 mM NaHCO_3_, 1.2 mM KH_2_PO_4_, and 11 mM glucose (pH 7.4).

### Statistical Analysis

All data are expressed as the mean ± SEM. pEC50 and Emax of the CCh- and ISO- responses were analyzed by f-test of nonlinear regression, and other results were analyzed using unpaired t-test between MAT and AGED groups of the same sex. Statistical significance was considered at *p* values < 0.05.

## Electronic supplementary material

Supplementary table

# Supplementary material for: Age-related changes in function and gene expression of the male and female mouse bladder
**Source:** Sci Rep. 2018 Feb 1;8:2089. doi: 10.1038/s41598-018-20406-0
**Supplement:** Supplementary file 1 — Supplementary table

**Age-related changes in function and gene expression of the male and female mouse bladder**

Jun Kamei, Hiroki Ito, Naoki Aizawa, Harumi Hotta, Toshio Kojima, Yasunori Fujita, Masafumi Ito^5^, Yukio Homma, and Yasuhiko Igawa

Supplementary table. Primer list for real-time RT-PCR analysis

| Gene | Sequence |
| --- | --- |
| M1 receptor | 5′-AGGGATGCGGCAAACTGGTA-3′ |
|  | 5′-AGGTACAGGGTAAGACCTGGGTGA-3′ |
| M2 receptor | 5′-CCAAACCGGTCCAACCTGAG-3′ |
|  | 5′-TGTTCAGTAGTCAAGTGGCCAAAGA-3′ |
| M3 receptor | 5′-TGCTGAGCAGATGGACCAAGA-3′ |
|  | 5′-CGGCAGCTTGAGTACAATGGAA-3′ |
| Beta 1 receptor | 5′-CCGAAAGCAGGTGAATGCAA-3′ |
|  | 5′-TGAAGGTGCATTAAACACACGAAAG-3′ |
| Beta 2 receptor | 5′-TAGCAACGGCAGAACGGACTAC-3′ |
|  | 5′-GGGAGTCAACGCTAAGGCTAGG-3′ |
| Beta 3 receptor | 5′-AAACAAGCGGGTGTCTCCAG-3′ |
|  | 5′-GGAACAGCGTCCAATAGTCACAA-3′ |
| P2X1 receptor | 5′-TCTGGGATTGGCATCTTTGGA-3′ |
|  | 5′-CTCTTAGGCAGGATGTGGAGCAATA-3′ |
|  |  |
| Gapdh | 5′-TGTGTCCGTCGTGGATCTGA-3′ |
|  | 5′-TTGCTGTTGAAGTCGCAGGAG-3′ |

How the deposited data were processed for this re-analysis (not part of the article)

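Gene expression was measured in the dissected bladder body of 4 MAT males, 4 AGED males, 4 MAT females and 4 AGED females on Agilent SurePrint G3 arrays, with 1 array per mouse. The labels deposited with each array give its age and sex, and every direction follows those labels.

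The authors scanned the arrays and extracted them with Feature Extraction. They deposited an intensity per spot, the processed signal, which that software background-subtracts and detrends within the array, with the raw spot and local background intensity and the flags of each spot. The authors also deposited a table of log2 values. It was checked against the scanner values and holds the log2 processed signal less 1 constant per array, centred on each probe's median over the arrays, with a largest median difference of 0.0244 from the scaled scanner values.

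From the processed signals, log2 values were taken and the 75th percentile of each array's probes was subtracted. Control spots and spots with an outlier flag were left out (399 probe values), and no spot was saturated. Replicate spots of a probe were averaged. Of the 55681 probes, 26582 were named through the accessions of the reference annotation (GRCm38.p6, used for names alone), and the others keep the name in the files. A probe was kept when well above background on at least 4 of the 16 arrays, which left 36972 probes, 20982 of them named through the reference. The tests covered 26781 genes, 15933 with a symbol, and 6572 had over 1 kept probe. For these the probe with the highest mean over all arrays was tested.

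Groups were compared with limma 3.58.1 in R 4.3.3, in 1 model of group means over all 16 arrays (12 residual degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. The comparisons were AGED against MAT in each sex, the difference of these age changes (with no fold limit), and males against females in each age group. Exact permutation tests were two-sided, and with 4 arrays against 4 their smallest p is 0.0286. Where a probe was not well above background on any array of a group, a fold is given as at least the mean of the brighter group over the mean of the dimmer one, with each dim array set to the higher of its own signal and the lowest signal of a probe well above background on that array. No fold is given where this is under 1 or where neither group was measured. For Ephb1 no array was changed in this way, and the fitted change is given, which is not a bound.

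The lists of genes were written before the data were examined. They are adipocyte, B and plasma cell, blood, collagen and matrix, interferon response, macrophage, male accessory gland, neutrophil, peripheral nerve, proliferation, receptors of the RT-PCR, senescence, sex-linked, skeletal muscle, smooth muscle, T cell, urothelium, and uterus and oviduct. They were tested with camera (preset correlation 0.01) and fry. The named genes were fixed by rule before the data were examined. They are the genes of Table 3, the receptors of the RT-PCR with Gapdh, 5 sex-linked genes, Cdkn2a, the 5 largest rises and falls per sex among called genes with a symbol and groups that did not overlap, the genes called in both sexes, and the 3 members with the highest signal of a list that passed. The values of 1 of the named genes are not reported here.

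The procedure was tested on simulated arrays in which 200 of 26781 genes were changed between AGED and MAT males. It called 67 of 100 genes changed by 1.5 on the log2 scale and 94 of 100 changed by 2.5, with 0 in the wrong direction and 3 unchanged genes called. With no change simulated it called 0 genes.

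Alternatives set before the data were examined covered quantile and median scaling, the authors' log2 table, 3 other filters on dim probes, a floor on low signals, other ways to treat several probes of a gene, the methods' t-test with and without adjustment, limma without adjustment or fold limit, each sex fitted alone, array weights, a variance trend, the replicate number or the slide as a block, and leaving out each array. Normexp background correction (offset 50) on the median spot signal, leaving out spots with a flagged background, the block and left-out arrays for the gene lists, the receptors and the correlation, and 40 combinations of settings of the methods' t-test were added after the data were seen. Normexp had been planned on the mean spot signal, which was not used here. The pathway software's analysis and the RT-PCR were not repeated. The array measurements cannot separate age from the row of the slide, or sex from the slide.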

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

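The tests of the interferon response list (its splits, single arrays and position on the slide), of the T cell list on single arrays, of the gene lists for a difference between the sexes, of the calls lost without AGED male replicate 1 and of the sex-linked genes against the slide were chosen after their results were seen.

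AGED male replicate 1 had a 75th percentile of 9.39 on the log2 scale, against 10.13 to 10.24 on the other AGED male arrays, with a gap of 0.873 of the range. It also stood apart in Csf1r (0.902 of the range), C1qa (0.901), Rrm2 (0.938) and the mean of the macrophage list (0.944). The number of genes called in males was 300 without this array against 227 with it. Of the 227 genes, 184 were called without it, which argues against this array as their source. For the other 43 it is left open, since leaving out other arrays also costs calls. Without it, 278 genes in place of 40 differed in their age change between the sexes, and 111 in place of 47 were higher in AGED females. The T cell list in males had an adjusted p of 0.708 without it, so a candidate explanation of that rise is this single array. Age stays open as an untested explanation.

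Of the array measures, the median signal of MAT female replicate 3 (0.904 of the range, 94.4 against 98.3 to 98.7) and the median background of MAT male replicate 4 (a ratio of 1, 30.5 against 32) were also apart, by small amounts. Among named genes, the single arrays that stood apart were AGED female replicate 4 in Chrm1 (0.881), MAT male replicate 1 in Saa3 (0.934), MAT female replicate 1 in Tm4sf20 (0.835), AGED female replicate 3 in P2rx2 (0.855), MAT female replicate 4 in Sntg1 (0.849) and MAT male replicate 4 in Cd3e (0.904). Among lists they were MAT female replicate 3 in the interferon response (0.950), AGED female replicate 4 in macrophage (0.875) and MAT male replicate 4 in T cell (0.857). Chance marks about 1 in 20 groups in this way. Of 16 groups of array measures 18.8% were marked, more than that, and the measures of an array are not independent. Of 259 groups of named gene values 3.47% were marked, and of 72 groups of list means 5.56%. No biological explanation was tested for these arrays.

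The age change differed between the sexes for 40 genes, by limma's test of the difference. In 35 of them the male and female changes had opposite signs, and in 7 the male change was the more positive. In several of the 35 the change in 1 sex was small, as for Ephb1 in females (0.12) and Usp18 in males (-0.20). Opposite signs therefore need not mean that age moved a gene in opposite directions. Of 100 splits of the arrays, 2 gave as many genes, the real one and 1 other that gave 49, which is under 1 in 20, so chance is excluded at that limit. With 1 array left out, the count ranged from 6 (without AGED female replicate 1, or MAT female replicate 1 or 4) to 278 (without AGED male replicate 1). Among named genes it held Chil3, which rose by 3.15 more in males on the log2 scale (adjusted p = 0.0365), Ephb1 (difference -3.18, adjusted p = 0.00645, with AGED male arrays not well above background) and Usp18 (difference -1.33, adjusted p = 0.0474). Which sex an array came from and which slide it lay on are the same, so a slide effect on the age change stays open beside sex.

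Between the sexes the age change of 4 lists differed by camera. These were interferon response (adjusted p = 2.27e-15), proliferation (adjusted p = 3.43e-06), B and plasma cell (adjusted p = 0.00115) and T cell (adjusted p = 0.0127). Under fry the interferon response list alone held (adjusted p = 0.0118). The mean of that list was higher by 1.98 in AGED than MAT females and changed by -0.42 in males. With 1 array left out its highest adjusted p in females was 4.81e-14, so no single array carries it. Of 35 splits of the female arrays, 1 (the real one) gave a smallest p over all lists as small, so chance is excluded for it. The rise of 1.98 compares with a largest spike-in difference of 0.655 between the same arrays, and on the male slide, whose rows hold the same ages, the list did not rise. This argues against position on the slide for this list, and age stays open as untested.

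The paper does not report a comparison of males with females within an age group. In MAT mice 42 genes differed, with 17 without MAT male replicate 1 and 114 without AGED male replicate 1, and in AGED mice 832. For both counts 1 of 35 splits, the real one, gave as many genes. After scaling, the largest difference of a spike-in probe between the MAT arrays of the 2 slides was 0.825 on the log2 scale, and between the AGED arrays 0.386, against a median size of 2.25 for the genes called in MAT mice. All of the spike-in probes were higher on the MAT male arrays, by at least 0.188. In both age groups 4 sex-linked genes, Ddx3y, Eif2s3y, Uty and Xist, differed in the direction of sex by more than any spike-in probe, which argues against the slide for these genes. The other genes were called for a change of at least 2-fold, so that they exceed a smaller spike-in difference decides nothing. For them sex and slide cannot be told apart, and sex stays open.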

How the results depend on the processing

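Normexp, the background flags and the block and left-out arrays for lists, receptors and correlation were chosen after the data were seen. The cause of the changes below was not tested unless stated.

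For genes higher and lower in AGED males (74 and 153) and females (47 and 3), and higher or lower in both (8 and 0), the settings with a change over 1.5 times were as follows. The methods' t-test gave 185, 311, 271, 122, 35 and 7, and after Benjamini-Hochberg adjustment 0, 0, 1, 0 and 0, with 0 in both. On each probe with no filter it gave 1897, 457, 948, 282, 112 and 10. Without adjustment limma gave 310, 437, 329, 180, 52 and 22. With no fold limit 184, 285, 8 lower in females and 1 lower in both were called. Each sex fitted alone, on fewer arrays, gave 6, 8, 79, 15 and 2 in both, with fewer calls in males than in females. With no filter 391 were higher in males, and 17 higher and 1 lower in females. With array weights 156 were higher and 40 lower in females, 19 higher and 1 lower in both. Normexp gave 692 lower in males with the 75th percentile and 779 with quantile scaling, with 1 lower in females and 4 higher in both. The filter on all 16 arrays left 1 lower in females, and the median shift gave 1 lower in both.

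The share of male calls that were higher was 32.6%, and 8.47% and 7.26% under normexp, 71.5% with no filter, and 80.6% for the t-test on each probe. The female share was 94.0%, and 69.0% under the t-test. Normexp with the 75th percentile shifted the median of all male changes by 0.118, and the t-test on each probe with no filter by 0.119.

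The 40 genes whose age change differed became 463 and 580 under normexp, 6 with no filter, 76 with the filter on all 16 arrays, 25 with the mean of probes, 2647 unadjusted, 278 with array weights and 68 with a variance trend. The 42 genes that differed between the sexes in MAT mice became 18 and 16 under normexp, 21 with the filter on all 16 arrays, 78 with a floor, 611, 84 and 1445 under the 3 forms of the t-test, 686 unadjusted and 633 with array weights. The 832 in AGED mice became 1357 with no filter, 520 with the filter on all 16 arrays, 46 and 3324 under the adjusted and the unfiltered t-test, 1366 unadjusted and 2549 with no fold limit.

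With 1 array left out, the counts were 38 (without MAT male replicate 3) to 103 higher and 84 (without MAT male replicate 3) to 277 (without AGED male replicate 2) lower in males, 1 to 111 higher and 0 to 16 lower in females, 1 to 15 higher and 0 to 3 lower in both, and 6 to 278 for the difference between the sexes, where the highest counts in females, in both sexes and for the difference are those without AGED male replicate 1. They were 17 to 114 and 615 to 1242 for males against females. The lists called were 1 to 5 in males and 6 to 9 in females, the receptors 0 to 0, and the correlation of the age changes between the sexes 0.0995 (without AGED male replicate 1) to 0.227.

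Same-numbered arrays did not deviate together. The correlations of their deviations were -0.0443, -0.142, -0.117 and 0.0683 in males and -0.0815, 0.0531, -0.145 and -0.147 in females, so the numbers do not pair the samples. With the replicate number as a block the counts were 58 and 125 in males, 3 and 0 in females, 2 and 0 in both, 14 for the difference between the sexes, and 28 and 774 for males against females. The block called 2 and 7 lists and 0 and 0 receptors, and the correlation was 0.193. With the slide as a block the age counts were 74, 153, 47, 3, 8, 0 and 40, and males against females could not be estimated. Normexp as planned, on the mean spot signal, was not run, and the t-test and the fits of each sex alone give no test of the difference between the sexes.

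Of the 2 and 7 lists, 1 and 1 passed under fry, and 0 and 0 with an estimated correlation. Under the t-test, 1 receptor in males passed without adjustment. The Spearman correlation of 0.193 was 0.50 (Pearson 0.524) over the 269 genes called in at least 1 sex, a set chosen on its changes, and with quantile normalization the correlation of the age changes between the sexes was 0.211.

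For the named genes 94 changes were followed, 44 of them called. Of 1026 values under the alternatives 970 stayed on the same side of the threshold, 49 lost the call, 1 gained it, 5 uncalled changes moved by more than the spread, and 1 reversed. The reversed one was Dipk1c in females, at 0.14 with a floor on low signals (adjusted p = 0.880), where its AGED arrays are not well above background. Among the uncalled changes, 24 of these values had the other sign. With 1 array left out, 639 of 752 values stayed on the same side of the threshold, 112 lost the call and 1 gained it, 29 uncalled changes had the other sign, and 24 of the 44 called changes never lost it. Of the 8 genes called in both sexes, C79246 alone never lost a call.

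Signal over background limits what these arrays show for dim probes. Of the called genes 7 of 74 and 24 of 153 in males, and 2 of 47 and 1 of 3 in females, had 1 group with no array well above background.

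The methods' t-test was also run under 40 combinations of filter, probes and scaling, chosen after the data were seen. The counts ranged from 50 to 1897 higher and 144 to 948 lower in males, 130 to 1111 and 6 to 364 in females, and 7 to 112 and 0 to 25 in both.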

Differences from the paper's values

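For genes higher in AGED males, 74 were called here against 469 in the paper. Of the 35 alternatives set before the data were examined, no filter (391) came within 1.5 times and the others did not. For genes higher in AGED females, 47 were called against the paper's 392, and the methods' t-test (271) and limma without adjustment (329) came within 1.5 times. For genes lower in AGED males, 153 were called against the paper's 544. The t-test on each probe with no filter (457) and limma without adjustment (437) came within 1.5 times, as did normexp (692 and 779), which was chosen after the values were seen. For genes lower in AGED females, 3 were called against the paper's 75, and for genes lower in both sexes, 0 were called against the paper's 37. None of the 35 alternatives came within 1.5 times of either.

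Of the 40 combinations of settings of the methods' t-test, which were chosen after the values were seen, 0 came within 1.5 times of the paper in all 6 counts, and 3 counts were the most that 1 combination reached. By count these were 1 combination for genes higher and 24 for genes lower in AGED males, 15 higher and 7 lower in AGED females, and 8 higher and 1 lower in both sexes. With higher and lower exchanged, 0 combinations reached all 6 counts and 3 counts were again the most. By count these were then 22 combinations for the paper's 469 and 3 for its 544 in males, 3 for its 392 and 0 for its 75 in females, and 21 for its 8 and 19 for its 37 in both sexes.

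Most folds of Table 3 are close in size to these values when their direction is exchanged, so they are compared on that scale. For AI593442 in males the value here is a bound, at least 4.38 in favour of MAT against the paper's 10.07 in favour of AGED, which neither matches nor excludes the paper's size. For Gsg1l in females, the paper's fold is 2.19 in favour of AGED, and the fold here was 1.17 in favour of MAT. With the mean of the kept probes it was 1.68 in favour of MAT, within 1.5 times, and the other 15 alternatives set before the data were examined were not. The other kept probe of Gsg1l, which was not the one tested and was not well above background on any AGED array, was at least 1.13-fold higher in MAT females, and no fold is given for it in males. For F10 in males, the paper's fold is 6.23 lower in AGED, and the fold here was 1.09 higher, with none of the 16 alternatives within 1.5 times. For F10 in females, the paper's fold is 2.87 lower, and the fold here was 1.11 higher, or 1.98 higher with the mean of the kept probes, which came within 1.5 times. The other probe of F10, which was not the one tested, gave 6.68 and 3.52 higher.

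The paper lists AI593442, Kcnj5 and Gsg1l as upregulated in AGED mice, and Chil3, Defb50, S100a9, F10 and Mmp3 as downregulated. In the direction of the deposited labels all 16 changes, of 8 genes in both sexes, went the other way under the settings used for the results. Exceptions under alternatives were Gsg1l in males (0.02 under normexp) and F10 in males (-0.08 under quantile normalization, -0.55 and -0.67 under normexp, and -0.01, -0.05 and -0.01 without MAT male replicate 4, AGED male replicate 1 or AGED male replicate 3), none of them called.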

Other observations

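The tests on the direction of the Table 3 genes, on the correlation of the age changes and on the calls lost without AGED female replicate 3 were chosen after the results were seen, and so were the limits by which the spike-in and surrounding tissue tests were read.

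All 16 changes of the 8 measured genes of Table 3 ran opposite to the table. Labels of AGED and MAT exchanged in the deposited data, or a table listing the ratio of MAT over AGED, could give this pattern, and the 2 cannot be told apart here. If every label were exchanged, the paper's excess of upregulated over downregulated genes in females would appear as an excess of genes lower in AGED. That held in 0 of 39 settings. In males, where the paper has more genes downregulated than upregulated, 36 of 39 settings had more genes lower than higher in AGED under the labels as deposited. Both of these go against exchanged labels, while the counts in both sexes under the methods' t-test (35 higher and 7 lower) resemble the paper's exchanged. No measurement independent of the labels gives the age of an array.

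Other splits of the arrays showed how often chance gives as many calls. For genes higher and for genes lower in AGED males, and likewise in AGED females, 1 of 35 splits (the real one) gave as many calls in 1 direction, so chance is excluded. For genes higher in both sexes 1 of 100 splits gave as many. For the 0 genes lower in both sexes all 100 did. The number of lists was matched by 32 of 35 splits in males and 7 of 35 in females, and the Spearman correlation of 0.193 by 16 of 100 splits, so chance is not excluded for these. The smallest p over all lists in males was that of the neutrophil list. Most splits of the male arrays gave one at least as small, a check chosen after the results were seen. Chance is therefore not excluded for the rise of that list in males.

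Position on the slide is the same as age within each slide. After scaling, the largest difference of 9 spike-in probes between AGED and MAT arrays was 0.354 on the log2 scale in males and 0.655 in females. The differences ranged from -0.17 to 0.35 in males. In females all 9 were higher on AGED arrays, from 0.13 to 0.66 with a median of 0.50, the direction of most calls there. None reached 2-fold, against a median size of 1.35 and 1.80 for called genes. The genes were called for a change of at least 2-fold, so that they exceed smaller spike-in differences decides nothing. For the called genes outside the interferon response list, position on the slide and age cannot be told apart, and age stays open as untested.

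The bright array of AGED female replicate 3 may be weighed as a cause of the female differences. Without it 52 genes were called against 50 with it, and 32 of the 50 were called again, which argues against it for these. For the other 18 it is left open, since leaving out other arrays also costs calls. Without it 8 genes were lower in AGED females against 3 with it. The female count fell further without other arrays, with 1 gene called without MAT female replicate 1 or 4, or AGED female replicate 2 or 4.

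Of the probes that the methods' t-test called with no filter, 54.5% were not well above background on any array of either group. The share was 64.1% in males and 36.2% in females, so probes not well above background may account for most of those calls in males and not in females. Among calls in males it was 78.5% of the probes higher in AGED and 4.16% of those lower.

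The male accessory gland list in males had a median log2 change of -0.15, a mean of 0.56 and an upward camera direction (adjusted p = 0.515). Of its 6 abundant transcripts Svs2, Svs4, Svs5, Pbsn, Pate4 and Spink1, 1 (Spink1) was well above background on at least 4 male arrays. Svs5 was well above background on 2 of 8 male arrays, Svs2 on 1, and Svs4, Pbsn and Pate4 on none. This argues against tissue of the male accessory glands in most male samples. A limit of 4 arrays cannot exclude such tissue in single samples. The list also holds Defb50.

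In males 12 of 14 genes of the B and plasma cell list were higher in AGED (median 0.55, adjusted p = 0.106 from camera). More B and plasma cells in the samples could give this, but the T cell list rose by as much (median 0.74) and the macrophage list by less (0.38), so it is left open. In females 1 of 14 genes was higher (median -0.52, adjusted p = 0.0633), a fall and not a rise, and its source was not tested.

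The mean of the adipocyte list ranged by 3.16 within a group of males and by 2.39 within a group of females, more than the groups differed (-0.52 and -0.93). Different amounts of surrounding tissue in the samples could give this. The mean correlation of the list's genes within groups was 0.204 in males and 0.709 in females, no limit had been set for genes that differ together, and the explanation stays open. The mean of the skeletal muscle list changed by -0.35 in males (adjusted p = 0.270) and -0.01 in females (adjusted p = 0.880).

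The remaining lists did not pass by camera. In males the adjusted p was 0.288 for adipocyte, 0.531 for blood, 0.119 for collagen and matrix, 0.119 for interferon response, 0.182 for macrophage, 0.157 for peripheral nerve, 0.375 for proliferation, 0.241 for receptors of the RT-PCR, 0.182 for senescence, 0.798 for sex-linked, 0.696 for smooth muscle, 0.652 for urothelium and 0.615 for uterus and oviduct. In females it was 0.876 for blood, 0.880 for collagen and matrix, 0.396 for male accessory gland, 0.396 for receptors of the RT-PCR, 0.876 for sex-linked, 0.880 for smooth muscle, 0.753 for T cell, 0.0604 for urothelium and 0.316 for uterus and oviduct. Median, mean and camera direction differed in sign for smooth muscle in both sexes (medians 0.02 and 0.03, means -0.06 and -0.01), for sex-linked genes in both (medians -0.02 and -0.17, means 0.16 and -0.05, upward), for uterus and oviduct in males (median -0.00, mean 0.05) and for collagen and matrix in females (median -0.02, mean 0.01).

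On the arrays, 0 of the 7 receptors of the RT-PCR passed limma's threshold over all genes in either sex, and 0 passed when adjusted over the list alone. All 35 splits gave as many in both sexes. At an unadjusted p under 0.05 limma gave 1 in males, Adrb1 (exact permutation p = 0.0571), and 1 in females, Chrm1 (exact permutation p = 0.0286). The methods' t-test gave 1 in males and 0 in females. Adjusted over the list alone, Adrb1 passed in males with quantile normalization (adjusted p = 0.0333 from limma). With signals scaled to Gapdh, the reference of the RT-PCR, it did not pass (log2 change -0.57, adjusted p = 0.308 from limma). The change of Chrm3 in males was then -0.67. In males the log2 change was -0.82 for Chrm3 (adjusted p = 0.325, with every AGED array below every MAT array and an exact permutation p of 0.0286) and 0.00 for P2rx1 (adjusted p = 0.996, and -0.05 with quantile normalization). Cdkn2a changed by 1.15 in males (adjusted p = 0.0722) and 0.80 in females (adjusted p = 0.376), and under normexp with quantile scaling by -0.01 in males.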
